# Detection of Circulating Parasite-Derived MicroRNAs in Filarial Infections

**DOI:** 10.1371/journal.pntd.0002971

**Published:** 2014-07-17

**Authors:** Lucienne Tritten, Erica Burkman, Andrew Moorhead, Mohammed Satti, James Geary, Charles Mackenzie, Timothy Geary

## Abstract

Filarial nematodes cause chronic and profoundly debilitating diseases in both humans and animals. Applications of novel technology are providing unprecedented opportunities to improve diagnosis and our understanding of the molecular basis for host-parasite interactions. As a first step, we investigated the presence of circulating miRNAs released by filarial nematodes into the host bloodstream. miRNA deep-sequencing combined with bioinformatics revealed over 200 mature miRNA sequences of potential nematode origin in *Dirofilaria immitis*-infected dog plasma in two independent analyses, and 21 in *Onchocerca volvulus*-infected human serum. Total RNA obtained from *D. immitis*-infected dog plasma was subjected to stem-loop RT-qPCR assays targeting two detected miRNA candidates, miR-71 and miR-34. Additionally, *Brugia pahangi*-infected dog samples were included in the analysis, as these miRNAs were previously detected in extracts prepared from this species. The presence of miR-71 and miR-34 discriminated infected samples (both species) from uninfected samples, in which no specific miRNA amplification occurred. However, absolute miRNA copy numbers were not significantly correlated with microfilaraemia for either parasite. This may be due to the imprecision of mf counts to estimate infection intensity or to miRNA contributions from the unknown number of adult worms present. Nonetheless, parasite-derived circulating miRNAs are found in plasma or serum even for those species that do not live in the bloodstream.

## Author Summary

Filarial parasites commonly infect humans and animals, especially in tropical settings. The strongly debilitating panel of diseases they cause in humans contributes to an entrenched cycle of poverty. For efficient treatment strategies, reliable diagnostic tests are necessary. We investigated the potential of parasite-derived microRNAs (miRNAs; short non-coding RNA molecules present in eukaryotes) as biomarkers of infection. Using deep-sequencing technologies and bioinformatics, we identified over two-hundred mature miRNA candidates of nematode origin in plasma from *Dirofilaria immitis*-infected dogs. Similarly, we discovered twenty-one miRNA candidates predicted to be released by *Onchocerca volvulus* in infected human sera. We developed two RT-qPCR assays for the detection of *D. immitis* miR-71 and miR-34 in dog plasma that discriminated infected from uninfected samples. We demonstrated the presence of filarial miRNAs in host blood, regardless of localization in their respective hosts, and suggest that they are suitable targets for detection by RT-qPCR.

## Introduction

Parasitic filarial nematodes cause significant public health problems in tropical and subtropical regions of the globe, to which their transmission by insect vectors is currently restricted. Over 150 million people are affected by filarial infections, the most common being lymphatic filariasis (caused by *Wuchereria bancrofti*, *Brugia malayi*, and *Brugia timori*) and onchocerciasis (caused by *Onchocerca volvulus*) [1]. These infections cause severe physical disability, chronic suffering and tremendous economic loss, thus contributing to an entrenched cycle of poverty [1], [2]. On the veterinary side, the dog heartworm *Dirofilaria immitis* is the most prevalent and problematic filarial parasite. Heartworm infection has been described on all continents, with its incidence increasing in tropical climates. As is the case for some other filariids, transmission occurs via a mosquito vector, occasionally and accidentally infecting humans [3].

Different filariid species and developmental stages occupy various tissues in their hosts, and therefore, diagnosing these infections remains challenging. Because *O. volvulus* microfilariae (mf) can be detected in the epidermis, skin snips have widely been employed for diagnostic purposes, despite reported sensitivity issues and the fact that skin-snipping is an unpopular, painful and invasive procedure [1], [4]. Drug-based patch tests are currently preferred, but are not quantitative. Antigen- or antibody-based diagnostic methods have been proposed but are not yet widely adopted [5]. However, even antigen or serological tests pose problems of suboptimal sensitivity or specificity [6]–[8]. Diagnosis of canine dirofilariosis relies on microscopic identification of circulating mf in the bloodstream, or adult antigen detection through a variety of commercially-available tests. However, mf may be absent from dog blood for several reasons (drug treatment, age of adult worms, etc.), and imperfect sensitivity is a concern with antigen detection methods [3]. Polymerase chain reaction (PCR)-based methods are the most accurate diagnostic approach for dirofilariosis to date [9], [10], but are not routinely employed. A major issue with currently available filarial diagnostic tests is their inability to predict adult worm burden and viability. This is an area in which improved techniques could help identify hosts in need of treatment and could be used to accurately quantitate treatment efficacy for both established and candidate antifilarial drugs.

MicroRNAs (miRNAs), first discovered in the free-living nematode *Caenorhabditis elegans*, are an abundant class of endogenous small (18–25 nucleotides), non-protein-coding RNA generally present in eukaryotes. miRNAs play important regulatory roles in gene expression by binding to messenger RNA (mRNA), primarily resulting in mRNA degradation and suppression of translation. The degree of complementarity between the mRNA 3′ untranslated region and the miRNA sequence determines the fate of the target transcript [11]–[13]. Most miRNAs are of intergenic origin, and are first transcribed within a long primary miRNA that is subsequently processed in the nucleus into a precursor miRNA. Precursor miRNAs adopt a hairpin conformation and are transported to the cytoplasm to undergo further enzymatic processing. Mature miRNAs exist as single-stranded molecules in the RNA-induced silencing complex (RISC) [12].

Circulating miRNAs have been detected in human fluids such as urine, blood and plasma and in mammalian cell culture medium [14]–[16]. Circulating miRNAs are found either in exosomes or in a protein-bound form (i.e., within RISC) [17], [18] and are generally thought to be involved in intercellular communication [19], [20].

The discovery of disease-specific miRNA profiles in the blood of patients with cancer, metabolic disorders or viral infections has raised great interest in their potential as diagnostic and prognostic biomarkers [21]–[24]. In many conditions such as cancer and inflammatory diseases, the presence in perturbed amounts of defined miRNA populations in different biological fluids reflects the pathophysiological status and the tissue affected [20], [25], [26].

In recent years, hundreds of nematode miRNAs have been described, many with key functions in development [12], [27], [28]. However, growing evidence implies a potential role for miRNAs in host-pathogen interactions and immune regulation [25], [29], or, as suggested by studies in *C. elegans*, as modulators of drug sensitivity [30], [31]. Circulating miRNAs from the trematode parasites *Schistosoma japonicum* and *S. mansoni* have recently been investigated [32], [33]. In *S. mansoni*-infected humans, three parasite-derived miRNAs (bantam, miR-277 and miR-3479-3p) were amplified and distinguished egg-positive from egg-negative individuals [33].

To our knowledge, this work represents the first description of circulating miRNAs from nematode parasites in host plasma and serum. Microfilariae of both *D. immitis* and *B. pahangi* are found in host blood, while *D. immitis* adults reside in the pulmonary artery of the heart, and *B. pahangi* adults inhabit lymphatic vessels. In contrast, *O. volvulus* life-cycle stages do not have direct contact with host blood. After identifying over 200 candidate nematode miRNAs in *D. immitis*-infected dog plasma and 21 candidate *O. volvulus* miRNAs in serum from infected patients, we determined whether parasite-derived mature miRNA sequences are detectable by an amplification approach.

## Materials and Methods

### Ethics statement

The onchocerciasis blood samples were collected as part of other studies conducted under a National Institutes of Health (USA) grant for International Collaborations in Infectious Disease Research and approved by the University Committee for Research Involving Human Subjects of Michigan State University. Samples were anonymized with a code that was used independent of the patient's identification. All animal procedures were approved by the University of Georgia, Institutional Animal Care and Use Committee, and complied with U.S. Department of Agriculture's regulations (animal utilization permits A2010 11-567 and A2010 12-005).

### Human samples

Serum samples were obtained from Sudanese onchocerciasis patients by venipuncture as part of a study conducted in 1985 [34]. Microfilarial counts in skin snips taken from eleven patients varied from 1.6 to 43.0 mf/mg, and included two sowda patients displaying loads of 0 and 0.6 mf/mg, respectively. Samples were transported to Michigan State University in liquid nitrogen and were stored at −80°C from the time of arrival. Eleven samples, ranging from 0.2 to 1.2 ml, were pooled for this analysis.

### Animals

Eleven dogs, infected with either *D. immitis* (n = 5) or *B. pahangi* (n = 2), or uninfected (n = 4), were used in this study. They were maintained at the Filariasis Research Reagents Resource Center (Athens, GA, USA). Dogs were inoculated subcutaneously with either 400 *B. pahangi* (FR3 strain) or 30 or 50 *D. immitis* L3 (MP3 and Missouri strains, respectively), or naturally-infected with *D. immitis* and hookworms (one dog). Mf counts were determined for each animal by a standard thick blood smear of 20 µl of blood, run in duplicate. A drop of water was added to lyse red blood cells and the smear was spread to a surface area of 1.5×2.5 cm for uniformity between slides. The number of mf between the two slides was averaged to obtain the mf count. Reported mf counts are an average of counts obtained over several months. Microfilaraemic peripheral blood was drawn from the jugular vein using standard procedures, and then placed in RNase-free EDTA tubes (for 10 ml blood: 100 µl EDTA 0.5 M, pH 8 (Thermo Scientific)).

### Total RNA purification, miRNA deep-sequencing and data analysis

Between 7.5 and 10 ml plasma was obtained from each control and infected dog (*D. immitis* or *B. pahangi*) by centrifugation of 20 ml peripheral blood at 1250× *g* for 15 min at 4°C. Total RNA, including small RNAs, was isolated from each sample using a Plasma/Serum Circulating RNA Purification Maxi Kit (Norgen Biotek, Canada), following the manufacturer's instructions. Eluted RNA was quantified by optical density (NanoDrop 1000, Thermo Scientific) and stored in aliquots at −20°C.

A pool of total RNA (1.1 µg) from the four *D. immitis* laboratory-infected dogs (134 ng from Dim1, 112 ng from Dim2, 196 ng from Dim3 and 554 ng from Dim4) was shipped on dry ice to LC Sciences (Houston, TX, USA) for miRNA deep sequencing and bioinformatics analysis. The rest of the isolated RNA was stored at −20°C for analysis by RT-qPCR. Subsequently, 3.2 µg total RNA were isolated in the same way from 30 ml plasma obtained from a single naturally-infected dog (≈35,000 mf/ml) co-infected with hookworms (10 eggs per gram), and sent for sequencing and bioinformatics analysis to LC Sciences as described above.

Total RNA was purified from the pool of onchocerciasis serum samples using the same kit and procedure described above, and 0.88 µg total RNA were sent to LC Sciences for miRNA sequencing and bioinformatics analysis.

The workflow included the production of a small RNA library using the Illumina TruSeq Small RNA Preparation kit (Illumina Inc., San Diego, CA, USA), following the Illumina TruSeq Small RNA Sample Preparation Guide (Illumina Inc., San Diego, CA, USA). Clusters were generated using the purified cDNA library on Illumina's Cluster Station and then sequenced on Illumina GAIIx following the manufacturer's instructions. Real-time sequencing image analysis and base-calling were performed using Real-Time Analysis version 1.8.70 (Illumina Inc., San Diego, CA, USA) and the raw 40 nt reads were retrieved with Sequencing Control Studio software version 2.8 (Illumina Inc., San Diego, CA, USA) and used for subsequent data analysis.

An LC Sciences proprietary pipeline script (ACGT101-miR v4.2) was employed for data analysis, with which raw data were filtered into mappable reads, subsequently mapped to the dog genome (*Canis lupus familiaris*) (ftp://ftp.ncbi.nlm.nih.gov/genomes/Canis_lupus_familiaris, accessed 03/14/2012) and to mature and precursor miRNA sequences of *Canis lupus familiaris* and other selected mammalian species, available from miRBase v19.0 and v20.0 [35]–[38] (ftp://mirbase.org/pub/mirbase/CURRENT/). The remaining unmapped reads were filtered against mRNA, the Rfam database (collection of RNA families) and RepBase (repetitive DNA elements database) [39], [40] (ftp://ftp.ncbi.nlm.nih.gov/genomes/Canis_lupus_familiaris/RNA, http://www.girinst.org/repbase, http://rfam.janelia.org). Finally, all reads unmapped to the dog genome were aligned to the *D. immitis* genome v2.2 [41] and selected nematode miRNAs (*Caenorhabditis elegans*, *Haemonchus contortus*, *Ascaris suum*, *Caenorhabditis remanei*, *Caenorhabditis briggsae*, *Pristionchus pacificus* and *Brugia malayi*), available from miRBase. The same procedure was followed for human and *O. volvulus*-derived miRNA prediction. The databases employed for this aspect were ftp://ftp.ncbi.nih.gov/genomes/H_sapiens/ and ftp://ftp.sanger.ac.uk/pub/pathogens/Onchocerca/volvulus/.

### Primer design for RT-qPCR experiments

Five highly abundant mature nematode-derived miRNA sequences (bma-miR-100d_R+1, bma-miR-100c_R+1_1ss12CT, asu-miR-71, cel-miR-34-5p_R+1_1ss1AT, and bma-miR-228), were selected for amplification by RT-qPCR. The sequences were mapped to *D. immitis*. 

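The sequences chosen for RT-qPCR were compared with the dog and other mammalian miRNAs of groups 1a to 3b in Table S1, which were read from the same plasma library. Without gaps and over at least 16 nt, bma-miR-100d_R+1 differed from its nearest dog sequence, cfa-miR-99a_R+3_1ss16TA, by 4 substitutions over 23 nt, and bma-miR-100c_R+1_1ss12CT differed from the same dog miRNA by 5. The miR-34 target cel-miR-34-5p_R+1_1ss1AT had 4 substitutions over 17 nt to hsa-miR-27a-5p, the miR-71 target had 6 to cfa-miR-146b_R+2, and bma-miR-228 had 5 over 22 nt to cfa-miR-183. With gaps allowed, cel-miR-34-5p_R+1_1ss1AT came within 2 edits of cfa-miR-34a_R+1, its dog homologue, and bma-miR-100d_R+1 within 3 of cfa-miR-10a. The copy of Table S1 used here held 1168 of 1242 entries, so a nearer dog sequence among the missing entries could not be excluded.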

At least 4 mismatches distinguished the chosen miRNA candidates from the closest dog or vertebrate miRNA homologue identified using miRBase and BLASTn [42]. One host miRNA (cfa-miR-223, not present in *D. immitis* or *B. pahangi*) served as control [43], [44]. An optimized stem-loop RT-qPCR protocol for miRNAs was employed for primer design and experiments [45]. HPLC-purified synthetic mature miRNA sequences and HPLC-purified oligonucleotides (stem-loop RT primers, forward primers, universal reverse primer) and hydrolysis Taqman probes were from Life Technologies (Life Technologies, Foster City, USA). The sequences are given in Tables S7, S8, S9. All oligonucleotides were reconstituted in Ultrapure water (GIBCO) and stored at −20°C pending use.

### Reverse transcription quantitative polymerase chain reaction

Ten-fold dilutions of synthetic miRNAs ranging from 10^8^ to 10^4^ molecules per RT reaction were prepared freshly in Ultrapure water (GIBCO) before each experiment to create standard curves [45].

Reverse-transcription was performed with a Maxima Universal First Strand cDNA synthesis kit (Thermo Scientific, # FERK1661) following the manufacturer's instructions. Reagents were freshly mixed before each experiment in a total volume of 10 µl, containing 0.5 µl 10 mM dNTPs, 100 units Maxima reverse transcriptase (except in RT – control tubes), 2 µl 5× buffer, 10 units RNase inhibitor, 3.75 µl nuclease-free H_2_O, 1.5 µl RT stem-loop primer (5 nM stock solution), and 1.25 µl miRNA template (sample or synthetic standard). Every step was performed on ice. The reaction was carried out in an Eppendorf Thermal Cycler (Mastercycler ep gradient, Eppendorf, Hamburg, Germany) at 65°C for 30 min followed by 85°C for 5 min before being held at 4°C. The resulting cDNA was used on the same day in qPCR reactions and the remaining RT product was stored at −80°C. In each RT-qPCR experiment, one RT reaction was performed per sample (and synthetic miRNA concentration). Experiments were carried out, three times independently, testing all dog samples in the same run.

Amplifications were performed in a total volume of 20 µl containing 1.3 µl fresh RT product and the Luminaris Probe qPCR colorless master mix (Thermo Scientific, # FERK0952), containing a hot start polymerase and uracil DNA glycosylase. A 20× mixed oligonucleotide stock was freshly prepared and the final concentrations described by Kramer [45] were strictly followed (specific forward primer: 1.5 µM; universal reverse primer: 0.7 µM; specific hydrolysis Taqman probe: 0.8 µM). cDNA from each sample was run in duplicate with a single RT- control. We used a RotorGene RG6000 apparatus (Corbett Research, Australia) with cycling conditions of 2 min at 50°C, 10 min at 95°C, followed by 55 cycles of denaturation at 95°C for 15 sec and annealing at 60°C for 1 min. Each experiment was performed three times independently, each time using different cDNA preparations from the same samples.

### Data analysis

Standard curves were generated by the software Rotor-Gene 6 (Corbett Research) based on the concentrations of synthetic miRNA. The automatic threshold function was applied to determine the threshold cycle (Ct) for each sample, and calculate the absolute number of copies with standard deviations. Data were normalized to the initial plasma volume. Because miR-223 levels might have been affected by different degrees of hemolysis in each plasma sample, the data were normalized to the total RNA quantity (measured by optical density) after purification, for miR-223 only.

## Results

### Sequencing of nematode miRNAs from canine plasma

We obtained 15,378,851 raw reads from the pooled *D. immitis*-infected dog plasma. After removal of low-quality sequences (junk, wrong size, etc.) and sequences mapping to the dog and other reference mammalian genomes (listed in Table S1), the remaining 4,430,628 reads were examined in more detail (Table 1). 

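Total RNA from the plasma of 4 dogs infected in the laboratory with *D. immitis* (MP3 and Missouri strains) was pooled to 1.1 µg and sequenced as 1 small RNA library. Each candidate of groups 1b to 4a was listed by LC Sciences with 1 representative sequence, its copies (the raw number of reads identical to it), its reads with variants of length or sequence, and its locus in the *D. immitis* genome assembly nDi.2.2. A candidate is named after its closest miRBase entry, with bma for *Brugia malayi*, asu for *Ascaris suum*, cel for *Caenorhabditis elegans* and hco for *Haemonchus contortus*, and PC marks a predicted candidate with no entry. In these names, R and L give bases added or missing at the 3′ and 5′ ends, and ss gives a substitution. The processing notes of the submitters name CASAVA 1.8 and Bowtie. The list held 259 lines, 14 of which gave a further locus of a candidate already listed. The candidates added up to 326428 copies and 418405 reads with variants, out of the 4430628 reads examined in the paper. Values are given as shares of the candidate copies, with exact Clopper-Pearson 95% intervals, and this candidate total is not the depth of the library. With 1 library per condition there were no replicates and no test between conditions was made, and the intervals cover counting error only, since the reads carried no molecular identifiers.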

Sequences in this set corresponding to other RNA populations (e.g. mRNA, repetitive sequences, etc.) and those not corresponding to any miRBase entry or reference nematode genome were subtracted. The remaining sequences were clustered into eight groups after mapping to reference nematode genomes and filtering with secondary structure criteria. In total, 30764 unique sequences were identified. Ignoring group 4b, which consists of sequences that are unlikely to represent true nematode miRNAs, 245 miRNA candidates of potential nematode origin were detected in the infected dog plasma pool, with 75 miRNAs present in 10 copies or more (Table S2).

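Candidates of the pool bore the names of 54 families. They ranged from the developmental timing miRNAs lin-4 and let-7 to families known from invertebrates, such as bantam, miR-36 and miR-71. Some of these families rested on a single copy, and cbn-miR-235, listed at the hairpin of miR-92, was counted apart from it. The 13 families listed with a vertebrate relative, led by miR-100, held 81.0% of the candidate copies. Of the 24 listed families of nematodes or other invertebrates, 23 were detected, with 45700 copies. The 245 candidates were 239 distinct sequences, since 6 entries repeated a sequence already listed under another name. The 75 candidates with at least 10 copies, from bma-miR-100d_R+1 at the top to bma-miR-100b_R+6 with 10 copies, held 99.9% of all candidate copies. At the other end, 66 distinct sequences were read once, among them bma-miR-45_1ss22TG and bma-miR-60_L-1R-4.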

**Table 1:** Unique sequence clusters.

Clustering of 4,430,628 reads used for identification of *D. immitis* circulating miRNAs					
	Cluster definition	Raw reads	% total reads	Unique sequences	Comment
No hit	Sequences not predicted to be miRNAs or other RNA populations	2,789,147	62.95	NA	fraction discarded
Other RNA	Sequences corresponding to other RNA populations (mRNA, repetitive elements, other non-coding RNAs)	35,370	0.80	NA	fraction discarded
**Group 1a**	Sequences map to *C. elegans* miRNAs and *C. elegans* precursor mapped to the *D. immitis* genome with a similarity of >80%	0	0.00	0	
**Group 1b**	Sequences map to other nematode miRNAs and map to the *D. immitis* genome	338,694	7.63	45	
**Group 2a**	Sequences map to other nematode miRNAs and only mature (not precursor) sequences map to the *D. immitis* genome	31,441	0.71	31	
**Group 2b**	Same criteria as for group 2a, but the *D. immitis* genome sequences may not form hairpins	15,080	0.34	8	
**Group 3a**	Sequences map to other nematode miRNAs, but not to the *D. immitis* genome	439	0.01	24	
**Group 3b**	Same criteria as for group 3a, but sequences present other differences (i.e., >1 mismatch or mapped to other species)	30	<0.01	15	
**Group 4a**	Sequences do not map to other nematode precursor miRNAs but do map to *D. immitis* genome. Extended sequences may form hairpins.	32,721	0.74	122	may contain *D. immitis*-specific miRNAs
**Group 4b**	Sequences do not map to other nematode miRNAs and may not form hairpins in *D. immitis* mapping genome regions	1,187,706	26.81	30520	unlikely to be *D. immitis* miRNAs; cluster ignored in subsequent analyses.

4,430,628 reads were distributed into 8 clusters based on miRBase search, genome mapping and secondary structure criteria.

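Group 1b, in which the mature sequence and the precursor both matched a nematode entry of miRBase and the *D. immitis* genome, held most of the candidate copies of the pool, 83.2% (95% interval 83.1 to 83.3%). Its sequences came from 22 families, with miR-100d, miR-100a, miR-71, miR-228, miR-50 and miR-57 at the top and bma-lin-4, a regulator of larval development, at 46 copies. Within the group, 26 of the 45 entries had at least 10 copies, 5 had a single copy, and the median was 19 copies. Folded with RNAfold, the genome sequences of group 1b had a median minimum free energy of -34.2 kcal/mol, from -41.9 to -27.0 kcal/mol. In 38 of the 45, the energy was below that of all 100 shuffles of the same sequence, with the hairpin of bma-miR-50 at -37.3 kcal/mol and that of bma-miR-100a_R+1 at -30.9 kcal/mol. The 45 entries include both arms of some hairpins, so they are not 45 separate hairpins.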

Only 45 of the 30764 unique sequences could be mapped to Nematoda miRNAs in miRBase (minus *C. elegans*) and to the *D. immitis* genome (Group 1b). Thirty-one unique sequences mapped to Nematoda miRNAs in miRbase. 

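Group 2a held 7.71% (95% interval 7.62 to 7.81%) of the candidate copies, most of them from bma-miR-100c_R+1_1ss12CT. Its next sequences were ppc-miR-279_1ss9TA with 1831 copies, hco-miR-993_R-1_2ss11GT22AG with 846 copies and asu-miR-81b-3p_1ss18TC with 439 copies. The 31 sequences came from 22 families, and 16 of them had at least 10 copies. The genome sequences around them folded to a median of -34.4 kcal/mol, and 93.5% lay below all shuffles of the same sequence. Group 2b, with 8 sequences, held 4.08% of the copies, nearly all from cel-miR-34-5p_R+1_1ss1AT. The locus of prd-miR-277-3p_1ss12AG, with 71 copies, lay 1738 nt from the miR-34 locus on the same strand of scaf00081. Groups 3a and 3b, whose sequences were not placed on the *D. immitis* genome, held 224 and 19 copies, with asu-miR-100a-5p_R+2 alone at 100 copies.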

The mapped pre-miRNAs did not map to the *D. immitis* genome, but the mature sequences did (Group 2a). As many as 122 unique sequences did not map to Nematoda miRNAs in miRBase but mapped to regions of the *D. immitis* genome (Group 4a). This large group may contain potentially novel *D. immitis* miRNA sequences. 

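The predicted candidates of group 4a held 4.91% (95% interval 4.84 to 4.99%) of the candidate copies and 32721 of the 418405 reads with variants, and a few of them held most of that. PC-3p-132_7253 and PC-3p-208_4425 made up 72.8% of the 16043 copies of the group, followed by PC-5p-409_2166 with 2166 copies and PC-3p-1339_580 with 580 copies. The 122 entries were 121 distinct sequences with a median of 2 copies, of which 26 had at least 10 copies and 38 had a single copy. Their genome sequences folded to a median of -26.15 kcal/mol, from -66.2 to -11.1 kcal/mol, which was 8.05 kcal/mol (bootstrap 95% interval 3.40 to 11.4 kcal/mol) above the median of group 1b. Entries were drawn as independent, although both arms of a hairpin can be listed, so the bootstrap intervals here are likely too narrow. In 61.5% of the entries the energy was below all 100 shuffles. Group 4a was sorted by whether the locus may form a hairpin, so this percent is partly set by that sorting. As a z score against shuffles the difference to group 1b was 0.698 with an interval from -0.192 to 1.58.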

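Group 4a mixed hairpins with no named relative and further products of named miRNA genes. At 21 of its 121 distinct sequences the locus was the hairpin of a named candidate, as at PC-5p-64126_14 on the hairpin of bma-miR-5361_1ss11CT, which was read 46 times. A shift of the ends or a single mismatch separated 15 of them from a named sequence, among them PC-5p-409_2166, which lay at the miR-100c locus on scaf00036 and differed from the genome by T23G, counted from 1 at the 5′ end of the mature sequence with the genome base first. Both arms of a hairpin were read for 61 of the sequences, as for PC-3p-132_7253 and its partner PC-5p-11277_70. The seed, nt 2 to 8 of the mature sequence through which a miRNA pairs with its targets, was the same as that of a named miRNA of the pool in 13 sequences. Of these 13, 12 were end or 1-mismatch variants of a named sequence, and the other, PC-3p-165941_4, carried the seed of miR-9/79 and had 4 copies. For this group the paper proposes that it may contain *D. immitis* miRNAs not described before.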

Finally, 99.2% of the unique sequences did not map to Nematoda miRNAs in miRBase, but could be mapped to the *D. immitis* genome in regions which cannot form hairpins and thus are not likely to represent authentic miRNAs (Group 4b). Among Group 4a, only one predicted candidate (PC-5p-268380_2, Table S2) was reported in the previously published heartworm miRNA collection [46]. 

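PC-5p-268380_2 was a rare sequence of 39 nt, longer than a mature miRNA, and was read 2 times in the pool. It lay on the plus strand of scaf00034 of nDi.2.2 from 256537 to 256575, with the sequence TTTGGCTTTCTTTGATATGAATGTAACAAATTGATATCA. A shorter sequence with the same start, bma-mir-5861-2-p5, covered 256537 to 256559 and was listed in group 2a. The other arm of that hairpin, PC-3p-7315_96 (256576 to 256598), was the abundant product, with 96 copies or 0.0294% of the candidate copies. The hairpin folded to -34.1 kcal/mol. No sequence identical to PC-5p-268380_2 was listed in the naturally infected dog, but no sequence longer than 29 nt was listed there, so its absence carries no information.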

Table 2 shows the 10 most abundant miRNAs of probable nematode origin discovered in this experiment. 

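The 10 most abundant sequences held 94.8% of the candidate copies of the pool. Those of the miR-100 family came from a pair of loci on scaf00495, bma-miR-100d_R+1 at 9703 to 9725 and bma-miR-100a_R+1 at 10593 to 10615 on the plus strand with 794 nt between the hairpins, and from scaf00036, where bma-miR-100c_R+1_1ss12CT lay at 33301 to 33323 on the minus strand. bma-miR-100d_R+1 alone held 37.7% (95% interval 37.5 to 37.8%) of the copies, bma-miR-100a_R+1 held 30.4% and bma-miR-100c_R+1_1ss12CT held 6.45%. bma-miR-228 lay on scaf00213 at 26139 to 26161, bma-miR-50 on scaf00053 at 73661 to 73684 and bma-miR-57 on scaf01363 at 2525 to 2549, all on the plus strand. bma-miR-71_R+4 and cel-miR-34-5p_R+1_1ss1AT came from the minus strands of scaf00126 (17906 to 17928) and scaf00081 (17907 to 17929). Sequences of rank 11 and 12 were bma-miR-86 with 3327 copies and bma-miR-5360_R-1 with 2872 copies. The hairpin of let-7, whose top sequence asu-let-7-5p_R+2 had 9 copies, lay 152 nt from that of bma-miR-100b_R+6 on scaf00530.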

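Summed over all sequences of a family, miR-100, a relative of vertebrate miR-99 and miR-100, took 74.6% (95% interval 74.5 to 74.8%) of the candidate copies of the pool. miR-71, which promotes long life in *C. elegans*, took 4.54% (4.47 to 4.61%; 7.35% by reads with variants), and miR-34 took 3.97% (3.91 to 4.04%). They were followed by miR-228 at 3.32% (3.25 to 3.38%), miR-50 at 2.74% (2.69 to 2.80%) and miR-57, a relative of vertebrate miR-10, at 2.15%. The intervals of neighbours in this order did not overlap for copies, but by reads with variants miR-228 (16347) stood above miR-34 (14549). miR-86 at 1.04% and miR-5360 at 0.880% came next, and every other named family was below miR-279 at 0.561%. With reads with variants in place of copies, the miR-100 family held 69.2%, and of all reads examined its copies were 5.50%.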

Isoforms of miR-100 were the most abundant, followed by miR-71, miR-34, miR-228, miR-50, and miR-57. These mature sequences were reported previously in whole-worm extracts [46]. 

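The predicted candidates PC-3p-132_7253 and PC-3p-208_4425 held 2.22% (95% interval 2.17 to 2.27%) and 1.36% (1.32 to 1.40%) of the candidate copies of the pool. PC-3p-132_7253 (TCCCGGCTCGTGGCACCAAATAGA) lay on the minus strand of scaf00228 from 52351 to 52374, in a sequence that folded to -47.0 kcal/mol. It differed from the genome by G24A at its last base, counted from 1 at its 5′ end with the genome base first, and 2509 of its 11130 reads with variants were without errors. PC-5p-11277_70, on the other arm of this hairpin from 52390 to 52412, had 70 copies. PC-3p-208_4425 (GAATTCCTCTGCGGTAGTTACTGGA) lay on the plus strand of scaf00075 from 79718 to 79742, with PC-5p-4760_143 (143 copies, 26 nt) upstream from 79680 to 79705. The genome sequence around that pair folded to -20.4 kcal/mol, with a z score of 0.00629 against its shuffles, so that its energy was that of a random sequence of the same bases.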

Two predicted candidates, not previously reported (PC-3p-132_7253 and PC-3p-208_4425), were present in >4000 copies and ranked among the top ten most abundant nematode miRNA candidates in infected dog plasma.

**Table 2:** Ten most abundant circulating nematode miRNAs in dog plasma.

	miRNA name [46]	representative miRNA	mature sequence	copy #
**1**	**miR-100d**	bma-miR-100d_R+1	TACCCGTAGCTCCGAATATGTGT	122967
**2**	**miR-100a**	bma-miR-100a_R+1	AACCCGTAGTTTCGAACATGTGT	99366
**3**	**miR-100c**	bma-miR-100c_R+1_1ss12CT	AACCCGTAGAATTGAAATCGTGT	21069
**4**	**miR-71**	bma-miR-71_R+4	TGAAAGACATGGGTAGTGAGACG	14707
**5**	**miR-34**	cel-miR-34-5p_R+1_1ss1AT	TGGCAGTGTGGTTAGCTGGTTGT	12928
**6**	**miR-228**	bma-miR-228	AATGGCACTAGATGAATTCACGG	10818
**7**	**miR-50**	bma-miR-50	TGATATGTCTGATATTCTTGGGTT	8814
**8**	**ND**	PC-3p-132_7253	TCCCGGCTCGTGGCACCAAATAGA	7253
**9**	**miR-57**	bma-miR-57	TACCCTGTGGTACCGAGCTGTGTCT	7026
**10**	**ND**	PC-3p-208_4425	GAATTCCTCTGCGGTAGTTACTGGA	4425

ND: not described.

Separately, miRNAs from a *D. immitis* naturally-infected dog concomitantly harboring a hookworm infection (determined *ex post facto*) were sequenced (Table S3). 

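A second library was made from 3.2 µg of plasma RNA of 1 dog with a natural *D. immitis* infection (35000 mf/ml) and hookworms. The paper states that LC Sciences sequenced and analysed it as described for the pool. The lists differed in length, with sequences of up to 43 nt in the pool and up to 29 nt in this dog. For a longer pool sequence, absence from the list of this dog is therefore not a measure of its copies. Its list held 290 lines, of which 29 gave a further locus of a candidate already listed. The candidates of groups 1b to 4a added up to 376268 copies and 492204 reads with variants. The number of reads in this library was not given in the sources used here. For each sequence or family, the ratio of its share in this dog over its share in the pool was computed, with an exact conditional binomial 95% interval, and 0 copies were treated as a bound against 3 counts. Such a ratio compares 1 dog with 1 pool, and strain, worm burden, hookworm infection and library preparation were not separated from it. A sequence was called found in both libraries where the identical sequence was listed, under any name. A sequence named in one library and listed as a predicted candidate in the other took the named family in both.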

In groups 1b to 4a, 261 non-canine miRNA candidates were identified in this dog, with 79 sequences present in ≥10 copies. 

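The miRNAs of this dog were led by the same families as those of the pool, with miR-100 at 75.9% (95% interval 75.8 to 76.1%) of the candidate copies and miR-71 at 7.75% (7.67 to 7.84%), or 66.4% and 16.8% by reads with variants. miR-34 held 4.18% (4.12 to 4.24%), miR-228 held 2.71% and miR-50 held 2.39%. The 261 candidates were 253 distinct sequences of 48 families and of group 4a, which had 150 entries with 2.11% of the copies and 16676 of the 492204 reads with variants. Group 1b held 82.6%, group 2a 10.0% and group 2b 5.22% of the copies. The 79 sequences with at least 10 copies held 375804 of the copies, and 67 sequences, such as the single miR-133 and miR-72 sequences, were read once. Genome sequences of group 4a folded to a median of -29.65 kcal/mol against -33.3 kcal/mol in group 1b, and the difference as a z score against shuffles was -0.0741 (bootstrap 95% interval -0.746 to 0.952).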

Among those 79, 87.3% were also found in the *D. immitis*-laboratory infected sample pool. 

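Most of the abundant miRNAs of the naturally infected dog were present in the pool as well. Of its 79 sequences with at least 10 copies, 61 (77.2%) had an identical sequence in the pool, and sequences found in both libraries held 99.1% of its candidate copies. They included asu-miR-71-5p with 29068 copies, asu-miR-279a-3p_1ss9TA with 3524 copies and cel-miR-86-5p_R+1 with 3549 copies, each listed in the pool under another name. Seen from the pool, 60 of its 75 sequences with at least 10 copies (80.0%) were found in this dog. With a variant of the same miRNA counted as a match (starts within 2 nt, at least 16 nt in common, at most 1 mismatch) 94.9% of the sequences of this dog had a match in the pool, and 88.6% did with no mismatch.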

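Of the sequences with at least 10 copies in the naturally infected dog, 18 (22.8%) had no identical sequence in the pool, and most were other forms of miRNAs that the pool did hold. The most abundant was PC-5p-637_1610, a form of miR-100c with T23A at its last base (counted from 1 at the 5′ end, genome base first), followed by hco-miR-993_2ss11GT22AG with 360 copies, asu-miR-87b-3p_R-1 with 252 and bma-miR-92_R+3 with 244. In the pool the same hairpins gave hco-miR-993_R-1_2ss11GT22AG, bma-miR-87a_R+1 with 351 copies and bma-miR-92_R+4 with 333. Altogether 14 of the 18 had a variant in the pool, and 16 were placed on the *D. immitis* genome, 10 of them with no mismatch. Some of the variants had few copies in the pool, with 2 for asu-miR-71-3p and 1 each for asu-miR-124-3p_R+2 and PC-3p-48427_11. The 4 with no variant in the pool were PC-3p-3453_212, from a region of scaf00075 read in both libraries, PC-3p-19001_29 and PC-5p-29476_18, both from scaf00885, and ppc-miR-9_R+2 with 14 copies, which was not placed on the genome. Together the 18 held 0.802% of the candidate copies of this dog. The share of these sequences that came from hookworms could not be measured, because a miRNA that both worms share by sequence was counted once.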

The remaining 12.7% of these sequences were unique to the co-infected dog sample and might be derived from hookworms. 

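Predicted candidates of group 4a with an identical sequence in group 4a of the other library numbered 35, and 20 of them had at least 10 copies in one library or in both. PC-3p-208_4425 was the most abundant in the naturally infected dog, with 3226 copies under the name PC-5p-370_3226, although its share was lower than in the pool (ratio 0.632, 95% interval 0.604 to 0.662). PC-3p-1339_580, a variant of asu-miR-81c-3p_1ss20AT from the same hairpin, rose from 0.178% to 0.263% of the candidate copies, a ratio of 1.48 (95% interval 1.33 to 1.64), and PC-3p-7315_96 had a ratio of 1.99 (1.56 to 2.55). PC-3p-2144_333 had a ratio of 1.09 with an interval (0.941 to 1.26) that held 1, but of 1.47 by reads with variants. Of the 35, PC-3p-3520_196 and PC-3p-60516_42 match ribosomal RNA, which leaves 33 without them, and PC-3p-132_7253 had 5 copies there, a share lower by 1672-fold (716 to 5151), or by 397-fold (282 to 577) in reads with variants. The copies of 15 of the 35 were below 10 in both libraries.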

Table S4 contains the unknown predicted candidates (Group 4a) found in both sequencing datasets.

### Sequencing of nematode miRNAs in serum from *O. volvulus*-infected humans

After removal of human and other mammalian sequences (Table S5), the pooled human onchocerciasis sample provided 2,179,119 high-quality reads that were clustered in groups, as described for *D. immitis*, and analyzed further. The largest fraction of reads (99.6%) was not predicted to be miRNAs or any other RNA, and 0.1% of the reads were classified as other RNA populations (mRNA, repetitive elements or other small RNAs). Only 21 unique sequences segregated in groups 1b to 4a and hence are legitimate candidate miRNAs (Table S6). A single unique sequence mapped to reference nematode miRNA homologues in miRBase and to the *O. volvulus* genome (Group 1b); another sequence mapped to *O. volvulus*, but the extended genome sequence from this locus is not predicted to form hairpins (Group 2b); Eleven unique sequences mapped to nematode miRNAs in miRBase, but did not map to the *O. volvulus* genome (Group 3a and 3b); Eight unique sequences found pre-miRNA nematode homologues in miRBase (but not mature miRNAs), and mapped to the *O. volvulus* genome (Group 4a). Another 310 sequences belonging to Group 4b were not taken into account for further analysis, as they combined lack of nematode homologs with the inability of the genomic region to form hairpins.

### miRNA amplification from plasma samples

Six miRNA candidate sequences were chosen for assay by RT-qPCR using total RNA from dog plasma. Assays were developed for two nematode miRNAs (see Table 2; miR-71 and miR-34 names assigned by homology to other nematode species), while repeated assays for three others (miR-100d, miR-100c, and miR-228) failed at the step of assay design despite extensive optimization attempts. An additional assay was developed for a dog control miRNA, cfa-miR-223.

Both miR-71 and miR-34 were detected in all four samples from dogs infected with *D. immitis* (Table 3). As miR-71 and miR-34 were previously reported in *B. pahangi* whole-worm extracts [28], we attempted their amplification from two *B. pahangi*-infected dogs. Both miR-71 and miR-34 were detected in *B. pahangi*-infected dog plasma. In contrast, neither miR-71 nor miR-34 was detected in samples from four uninfected dogs. miR-223 was detected in all samples, independent of infection status. Total RNA measured by optical density for each sample varied up to 5.1-fold, probably due to different degrees of hemolysis. This variability led us to normalize the qPCR data of endogenous miR-223 to sample ODs.

**Table 3:** Number of positive RT-qPCR reactions for miR-71, miR-34 and miR-223.

Positive detection on total reactions performed by RT-qPCR					
			nematode miRNAs		dog miRNA
	Sample	mf/ml	miR-71	miR-34	miR-223
**Uninfected**	**A**	-	0/6	0/6	6/6
	**B**	-	0/6	0/6	6/6
	**C**	-	0/6	0/6	6/6
	**D**	-	0/6	0/6	6/6
***Dirofilaria immitis***	**Dim1**	39200	6/6	6/6	6/6
	**Dim2**	40575	6/6	6/6	6/6
	**Dim3**	37700	6/6	6/6	6/6
	**Dim4**	96000	6/6	6/6	6/6
***Brugia pahangi***	**Bpa1**	20075	6/6	6/6	6/6
	**Bpa2**	43100	6/6	6/6	6/6

For each dog, the microfilaria (mf) counts per ml blood are given.

Copy number quantitation in each sample relied on the standard curve method (Figure 1). The most abundant of the detected miRNAs was miR-71, followed by miR-34 and miR-223. Cycle threshold (Ct) values and qPCR efficiencies are given in Tables S7, S8, S9. The greatest degree of inter-experimental variation was observed for miR-71, for which the absolute copy number per ml plasma varied by up to 27-fold between independent experiments using the same sample (Dim2). In contrast, the maximum copy number variation between experiments using the same sample was 1.7-fold for miR-34 and 3.8-fold for miR-223. Sample Dim4 always contained the highest amounts of miR-71, followed by Dim1, Dim3, Bpa2, Bpa1 and Dim2 in this order. The sample ranking was highly similar for miR-34, with Dim4 and Dim1 alternating with the highest copy numbers. If some associations could be recognized among samples containing miR-223 (i.e., sample C contained the highest amounts and Dim2 the least), the samples Dim1 and D showed high inter-experimental variation. Figure 2 shows the relationship between mf counts per ml dog blood (*D. immitis* and *B. pahangi*) and miR-71 and miR-34 copy numbers (from one experiment only; gray bars in Figure 1) per ml dog plasma. No correlation was observed between mf load and the abundance of either miRNA by RT-qPCR. Samples Dim1, Dim2, Dim3 and Bpa2 presented similarly high mf counts (∼40,000 mf/ml) but had miR-71 levels ranging from 1.5*10^6^ to 1.9*10^7^, a >12-fold difference. Similarly, >13-fold difference in miR-34 levels (2.5*10^5^–3.4*10^6^ copy number per ml plasma) was observed for the same four samples showing comparable mf counts.

**Figure 1:**
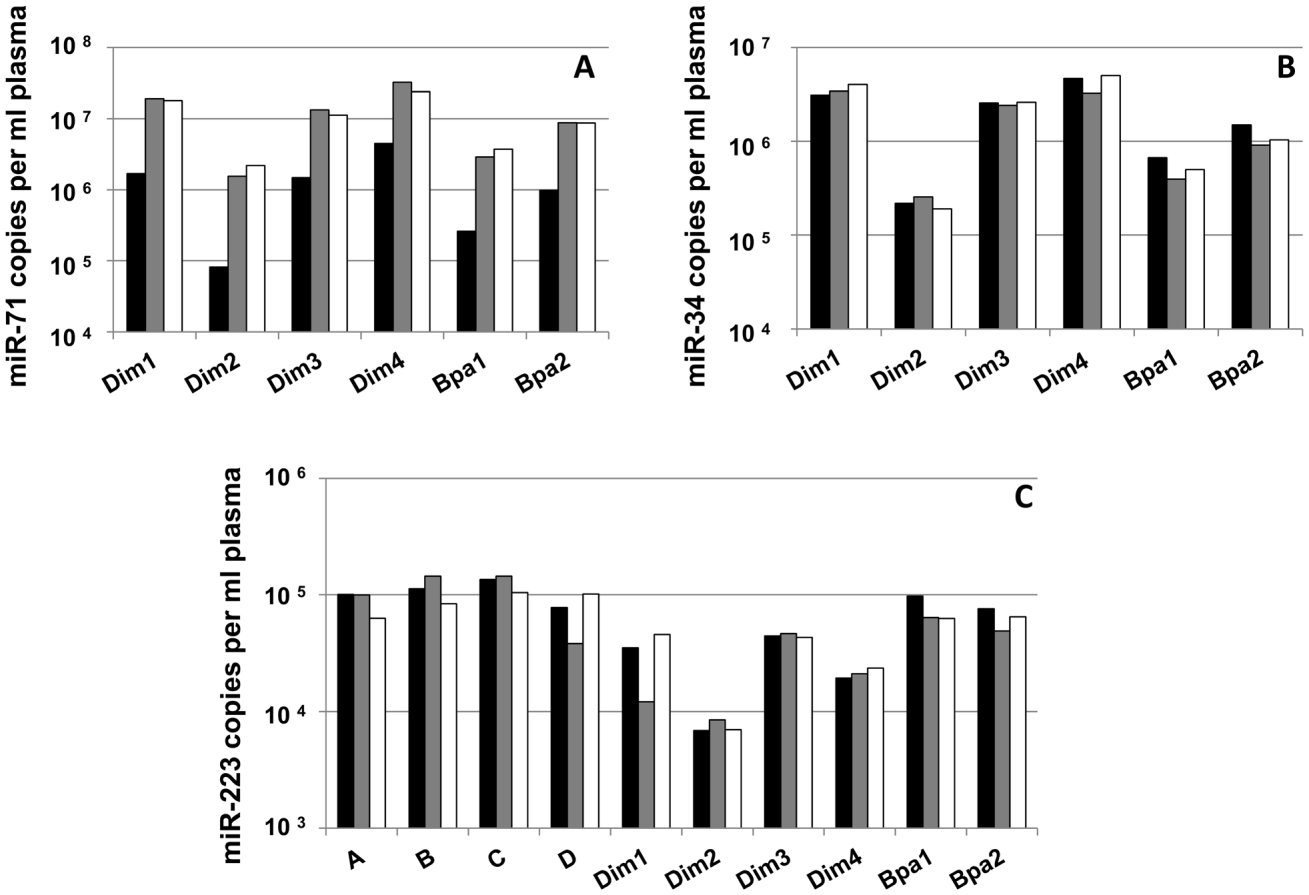
Extrapolated absolute miRNA copy number per ml plasma, from 3 independent RT-qPCR experiments. A: miR-71, only *D. immitis* and *B. pahangi*-infected samples; B: miR-34, only *D. immitis* and *B. pahangi*-infected samples; C: miR-223, all samples. Uninfected dogs = samples A–D. Black bars = experiment 1; gray bars = experiment 2; white bars = experiment 3.

**Figure 2:**
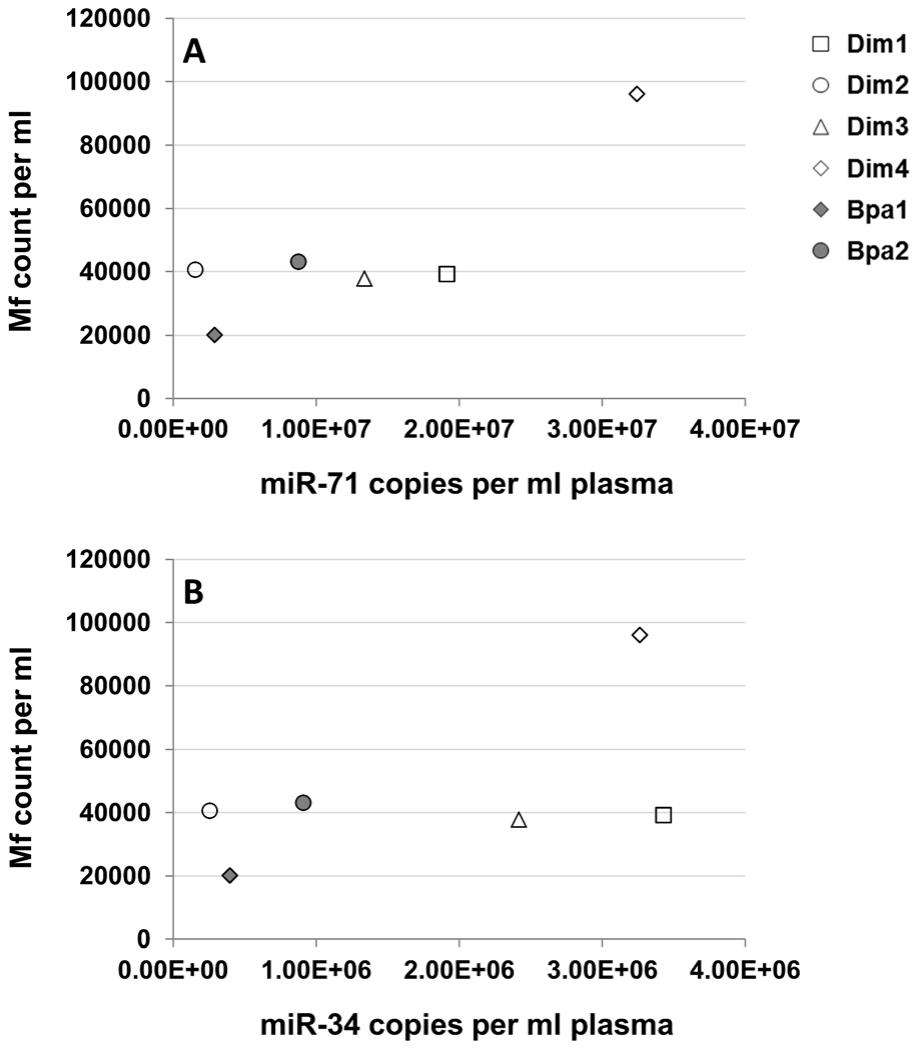
Relationship between miRNA copies per ml plasma and microfilaria counts. A: miR-71; B: miR-34. Empty symbols represent *D. immitis-* and filled symbols stand for *B. pahangi*-infected samples.

## Discussion

Circulating miRNAs have been an increasing focus of diagnostic research for monitoring human diseases [47]. In the context of helminth infections, parasite-derived miRNA profiling in the host is in its infancy. So far, two publications have reported the presence of a few *Schistosoma* spp. miRNAs in plasma from infected rabbits, mice and humans [32], [33]. We identified a large number of candidate circulating miRNAs in samples of mammalian hosts infected with several species of filarial nematodes. We found 245 and 261 candidate miRNAs in independent samples of plasma obtained from heartworm-infected dogs. 

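Short sequences found in both libraries numbered 101, of which 66 were named miRNAs in at least 1 library, and they included the main sequence of miR-100a, c and d, miR-71, miR-34, miR-228, miR-50, miR-57, miR-86 and miR-279. Of these, 65 had at least 10 copies in one library or in both, 56 had at least 10 in both, and 36 were below 10 copies in both, such as bma-mir-100a-p3 with 5 and 6 copies. The share of sequences found in the other library rose with the copies. In the pool it was 9.09% (95% interval 3.41 to 18.7%) at 1 copy, 35.7% (26.3 to 46.0%) at 2 to 9 copies, 77.8% (62.9 to 88.8%) at 10 to 99 copies and 83.3% (65.3 to 94.4%) at 100 or more. In the naturally infected dog the values were 11.9%, 29.9%, 72.3% and 84.4%. Some abundant sequences without a match were other forms of shared miRNAs, as with bma-miR-92_R+4, and with forms of other ends or at most 1 mismatch counted 96.7% of the pool sequences of 100 or more copies had a match.

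**Figure D1:**
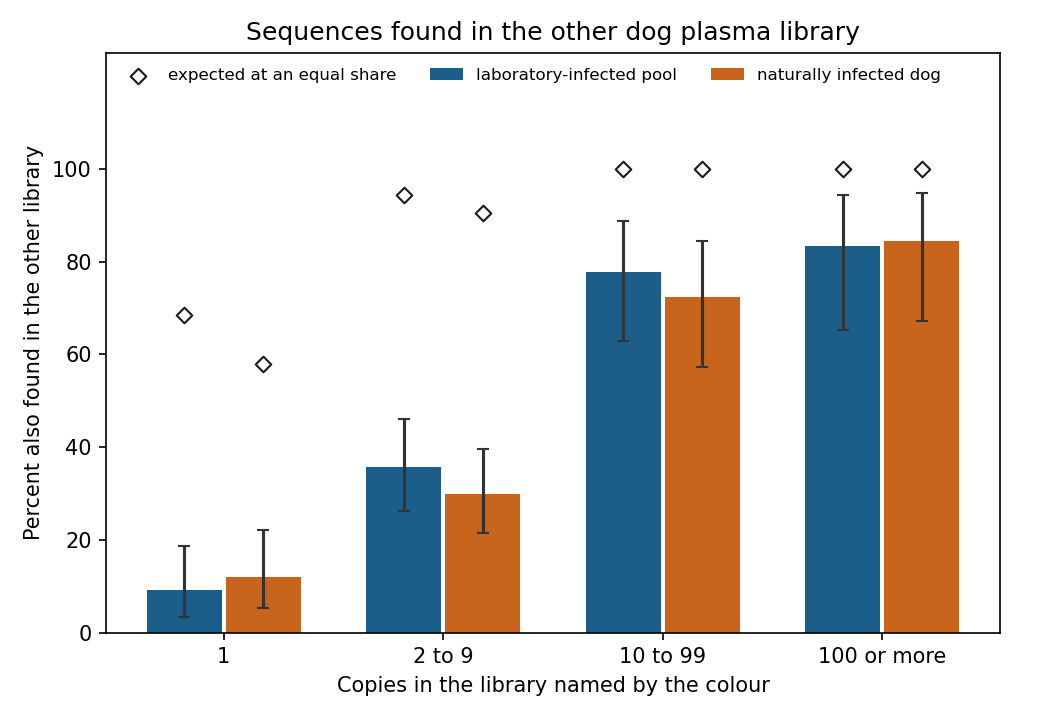
Percent of distinct sequences with an identical sequence in the other library, by copies in the library named by the colour. The bars end at the measured percent, and lines are exact 95% intervals. Diamonds are the percent expected if every sequence had an equal share in both libraries and was listed wherever it was read. Bars rise from 9.09% at 1 copy to 83.3% at 100 or more copies in the pool and stay below the diamonds in every class.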

Ninety-six of these short sequences were present in both samples, almost entirely among the sub-set present in ≥10 copies. This strong concordance suggests that our methods were reliable and that these sequences represent authentic heartworm miRNAs. 

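The same miRNAs were abundant in both libraries, and most kept a similar share of the copies. Of the 10 most abundant sequences 8 were the same, and across the 101 shared sequences the copies had a Spearman correlation of 0.913 (bootstrap 95% interval 0.844 to 0.957) and a Pearson correlation of 0.934 on the log2 scale; these are across sequences, which are not independent replicates. Of 65 shared sequences with at least 10 copies in one library or in both, 43 had shares within 2-fold of each other, with a median ratio of 0.968 (naturally infected dog over pool). The 10 largest rises among these 65 were bma-let-7_R+1_1ss22TA (8.10; 3.70 summed over variants), bma-mir-100d-p3 (3.25; 7.65 by reads with variants), bma-lin-4 (3.22), asu-miR-1-5p_1ss12AG (3.18), cbn-miR-83_1ss10AT (2.54), PC-3p-165115_5 (2.43), bma-bantam_R+1 (2.15), PC-5p-11277_70 (2.13), PC-3p-7315_96 (1.99) and bma-miR-234_R+3 (1.89), of which asu-miR-1-5p_1ss12AG, PC-3p-165115_5 and bma-miR-234_R+3 had intervals that held 1. The 10 largest drops were PC-3p-132_7253 (0.000598; 0.00252 by reads with variants), PC-3p-16232_55 (0.268; 0.605 by reads with variants), asu-miR-83-5p_1ss15TA (0.279), PC-5p-30451_31 (0.280), PC-3p-28561_48 (0.307), hco-miR-71_R+3 (0.343, but 1.71 summed over variants), PC-3p-3520_196 (0.359), bma-bantam-p5_1ss12AG (0.361), PC-3p-81000_11 (0.394, with an interval that held 1) and PC-3p-60516_42 (0.413). Counting error alone did not cover all differences, since 19 ratios were above 1, 21 were below 1 and 25 had an interval that held 1. Among 36 families, 13 had a higher share in the naturally infected dog, 11 a lower share and 12 an interval that held 1, although miR-100 turned and miR-34, miR-153 and miR-5360 lost the call under other scalings. By reads with variants, miR-5843 (0.700) and miR-1 (3.74) gained a call, as did miR-36 and miR-5365 by listed names alone. Both developmental timing families were higher, lin-4 by 3.29-fold (2.37 to 4.63) and let-7 by 2.49-fold (1.53 to 4.19), but the rise of let-7 was that of bma-let-7_R+1_1ss22TA (6 and 56 copies), which has 1 substitution to hsa-let-7a-5p_R+2 over 23 nt, and the other let-7 sequences had 17 and 10 copies (ratio 0.510, 0.209 to 1.18). The lifespan and dauer families miR-71 (1.71-fold, 1.67 to 1.74) and miR-239 (1.36-fold, 1.17 to 1.60) were higher too, and miR-34 was at 1.05 but held 1 with shares of groups 1b to 3b (1.02) or of reads with variants (1.01). Of the families listed with a vertebrate relative, 7 of 12 were higher (miR-100, miR-34 and miR-153 not under every scaling) and 2 lower. The neuronal miR-124 was at 5.73 (2.22 to 18.8, or 9.84 by reads with variants) and miR-57 at 0.464 (0.446 to 0.483). The main arms of let-7 and miR-124 match dog miRNAs, and a filter against dog sequences was applied before the lists were made. The filter was not complete, since 11 named sequences of the pool (153 copies) had no substitution to a dog miRNA over at least 16 nt. In the naturally infected dog 9 named sequences (149 copies) had none. There, 20 of the 33 copies of miR-124 were asu-miR-124-3p_R+2, which was not placed on the *D. immitis* genome. It has no substitution to cfa-miR-124_R-1 over 20 nt. Of the families listed as those of nematodes or other invertebrates, 6 of 21 were higher and 9 lower (miR-5360 not under every scaling). Among the 9 were miR-993 at 0.374 and miR-228 at 0.817. The family lists were fixed beforehand and not by comparison with vertebrate miRNAs, and the dog sequence nearest to bma-miR-228 was cfa-miR-183. miR-277, also among the 9, had 0 copies listed. It was at least 27.3-fold lower against 3 counts, or 21.6-fold at the limit of the exact interval. That interval includes the counting error of its pool copies. In the pool it was in group 2b, whose loci may not form hairpins. Names of identical sequences differed between the libraries, as with miR-83. Without a named match it would fall into group 4b, which was left out, so these bounds hold only if it would have been listed. The miR-100 family was at 1.02 (1.01 to 1.02), a direction that turned to 0.989 with shares of groups 1b to 3b and to 0.959 with reads with variants, and miR-5360 at 0.937 held 1 with a median ratio or with reads with variants. From the presence of these sequences in both samples, the paper proposes that the methods were reliable and that the sequences are authentic heartworm miRNAs.

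**Figure D2:**
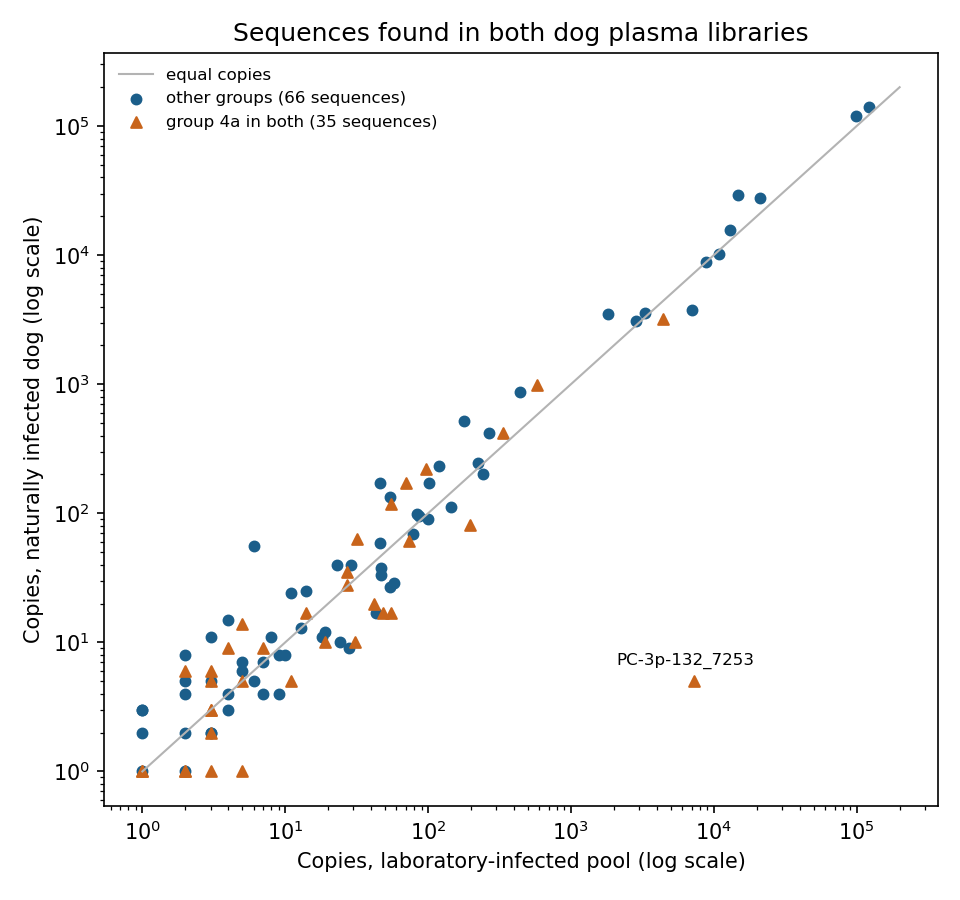
Copies of the 101 sequences found in both libraries, on log scales; triangles are sequences of group 4a in both libraries, and the line marks equal copies. Most points lie along the line, and PC-3p-132_7253 lies far below it with 5 copies in the naturally infected dog.

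**Figure D3:**
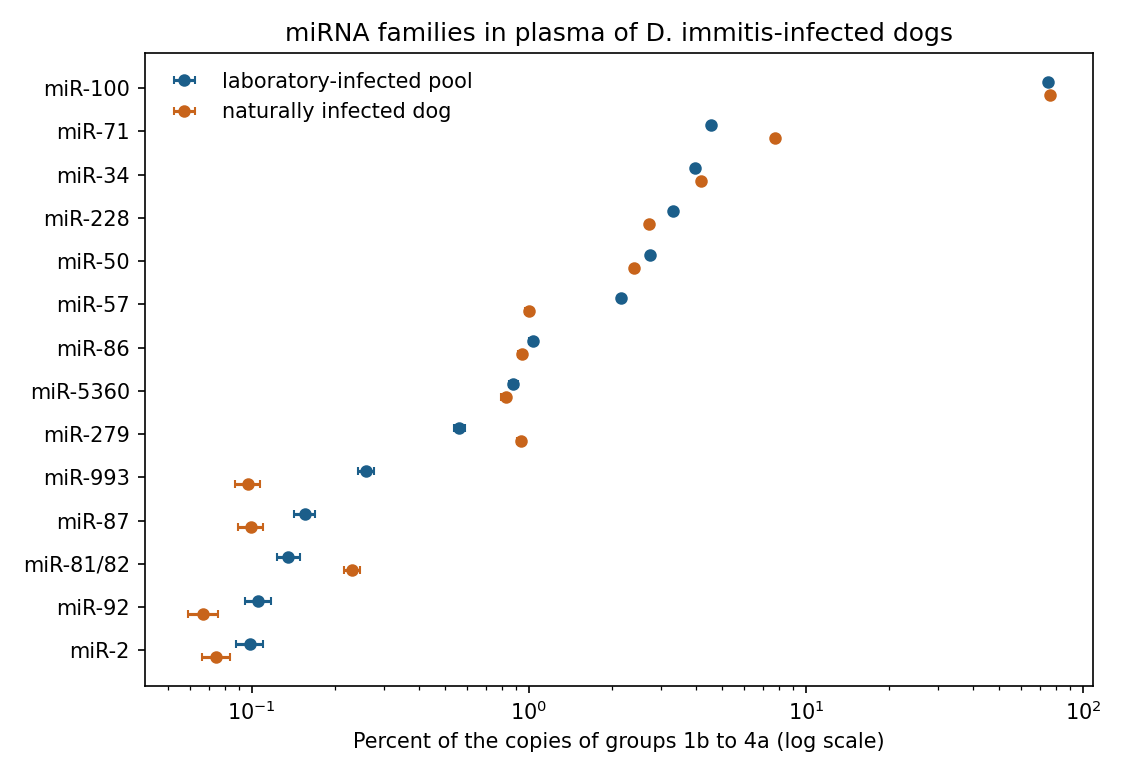
Share of the candidate copies held by the 14 most abundant named families of the pool, on a log scale, with exact 95% intervals. miR-100 is highest in both libraries, miR-71 and miR-279 are higher in the naturally infected dog, and miR-57 and miR-993 are higher in the pool; the small shift of miR-100 turns with the denominator.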

Divergence between the independent samples for low-abundance sequences is likely due to sensitivity of the methods; we cannot rule out based on these data the possibility that low abundance sequences also represent authentic circulating heartworm miRNAs.

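Most sequences read a few times in one library were missing from the other, as with bma-miR-1175 and cbn-mir-7690-p3_1ss4TC in the pool and bma-miR-72_R+2 in the naturally infected dog. Of sequences with 1 to 9 copies, 41 of 164 in the pool and 40 of 174 in the naturally infected dog were found in the other library. At an equal share in both libraries, sampling alone would have given 84.0% and 78.0% of them, against 25.0% and 23.0% found. For a single copy in the pool the expected value was 68.4%, and for 2 to 9 copies it was 94.4%. These expected values are upper limits, since sequences seen by chance in one library are counted at too high a share. They also take every form that was read as listed, while a form can be counted only among the reads with variants of another. Other forms of the same miRNA made up part of the gap, as for bma-miR-100b_L+6R+2 in the pool and bma-miR-100b_L+6R+1 in the naturally infected dog, with 4 copies each, and with forms of other ends or at most 1 mismatch counted 53.7% of the rare pool sequences had a match. The paper proposes that the sensitivity of the methods accounts for the divergence at low abundance.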

Among the >1,000 miRNAs reported in adult heartworm extracts [46], only 21 were detected in dog plasma, 8 of them among the most abundant miRNAs detected in two independent experiments. The excellent agreement between two independent dog plasma samples (a pool of four laboratory-infected samples and a naturally-infected dog) suggests that at least 35 candidate miRNAs found in both datasets represent unreported *D. immitis* miRNAs (Table S4). The most abundant miRNA families we found to show considerable overlap with whole-worm sequences, with the most abundant miRNAs in adult worm extracts also detected in dog plasma; the miR-100d, miR-71, and miR-228 families ranked among the most abundant miRNAs [46]. 

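Of the 11 miR-100 sequences of the pool, 3 were the main products of miR-100d, miR-100a and miR-100c with 122967, 99366 and 21069 copies, and the other 8 had 100 copies or fewer. Their sequences were TACCCGTAGCTCCGAATATGTGT, AACCCGTAGTTTCGAACATGTGT and AACCCGTAGAATTGAAATCGTGT. asu-miR-100a-5p_R+2, with no locus listed, had 100 copies and bma-miR-100b_R+6 had 10. The former shared a run of 25 nt with a dog miRNA, so that a dog origin was not excluded. asu-miR-100a-2-3p, from the other arm of the miR-100b hairpin, had 58 copies. bma-mir-100d-p3 and bma-mir-100a-p3, from the other arms of the scaf00495 hairpins, had 4 and 5. bma-miR-100b_L+6R+2, bma-miR-100c_R+1 and asu-miR-100c-5p_1ss19CT had 4, 2 and 1 copies. In the naturally infected dog, miR-100 had 13 sequences, with 139355 copies of bma-miR-100d_R+1, 118709 of bma-miR-100a_R+1 and 27504 of bma-miR-100c_R+1_1ss12CT. The share of bma-miR-100c_R+1_1ss12CT was 1.13 times that in the pool (1.11 to 1.15), and that of bma-miR-100d_R+1 was 0.983 times (0.976 to 0.991) but 1.02 times with the median ratio as scale.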

The miR-100 group was represented by 11 predicted members in our study, three of which were found in >20,000 copies. In *C. elegans*, the *mir-51/mir-100* family is involved in several events, including embryogenesis, growth, male mating and pharyngeal attachment [48]. miR-228 is one of the most highly abundant families observed in *D. immitis* adults, with no known function. We detected three predicted miR-228 family members, while Fu and colleagues [46] reported only one. 

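The miR-228 family consisted almost entirely of 1 sequence, AATGGCACTAGATGAATTCACGG, with 10818 of the 10822 copies of the family in the pool. It came from a single hairpin on scaf00213 that folded to -28.4 kcal/mol. The pool list gave miR-228 6 entries with 4 distinct sequences, of which 2 had more than 1 copy. asu-miR-228-5p_R+2, a form of 25 nt with 1 mismatch to the genome, had 2 copies, the other arm of the hairpin had 1, and the sequence named cbr-miR-228_R+2_1ss11CG had 1 and was listed under 3 names. The naturally infected dog had 3 miR-228 entries and 10196 copies, a share lower by 1.22-fold (1.19 to 1.26).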

Neither miR-50 nor miR-57 was among the most abundant sequences in adult worm extracts. A proposed function for *mir-57* in *C. elegans* is in posterior cell fate determination, patterning the tail shape [49]. No function for miR-50 in nematodes has been proposed.

miR-71 is present in several helminth species [28], [50], [51]. 

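The main miR-71 sequence in both dog plasma libraries was TGAAAGACATGGGTAGTGAGACG, 23 nt long. It was listed as bma-miR-71_R+4 in the pool, which means 4 bases more at the 3′ end than the *B. malayi* entry, and as asu-miR-71-5p, with no change to the *A. suum* entry, in the naturally infected dog. It had no mismatch to the *D. immitis* genome, and its hairpin on scaf00126 (17858 to 17948) folded to -33.3 kcal/mol. hco-miR-71_R+3, an extended form of the *H. contortus* entry, had 43 and 17 copies. The other arm was read as asu-miR-71-3p_L+17, 39 nt long and reaching through the loop, with 53 copies in the pool and as asu-miR-71-3p with 68 copies in the naturally infected dog. On the same strand of that scaffold, 3253 nt away, lay a hairpin of miR-2, a pairing of genes also known from other invertebrates.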

Among nematodes, the mature sequence identified in *D. immitis* is completely conserved in *A. suum*, *B. pahangi* and *C. elegans* [28], [46], [52], [53], while the sequence is truncated in *B. malayi* [54] and *H. contortus* [28]. Proposed functions of miR-71 include positive influence on lifespan, as demonstrated in *C. elegans*; mutants bearing a deletion of *miR-71* were short-lived and less resistant to oxidative and heat stress [55], [56]. In *C. elegans*, both miR-71 and miR-34 showed stage-specific up-regulation in dauer larvae compared to late second-stage larvae [57].

The miR-34 family has been described in a number of species. 

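The miR-34 sequence in dog plasma was TGGCAGTGTGGTTAGCTGGTTGT, with 12928 copies in the pool and 15724 in the naturally infected dog. Its listed name, cel-miR-34-5p_R+1_1ss1AT, gives a base added at the 3′ end and a substitution at the first base relative to the *C. elegans* entry. It had no mismatch to the *D. immitis* genome, and its hairpin at 17847 to 17954 of scaf00081 folded to -53.9 kcal/mol, the lowest energy in group 2b. A longer form, prd-miR-34-5p_R+3, had 37 copies in the pool and was not listed in the naturally infected dog.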

The mature sequence is 100% identical in *D. immitis*, *B. malayi*, *B. pahangi*, and *A. suum*, but differs slightly in *C. elegans* and *Trichinella spiralis* [28], [46], [52]–[54], [58]. Like miR-71, miR-34 promotes longevity in *C. elegans* [55]. In terms of absolute copy numbers, miR-34 was approximately 12 times more abundant in infected dog plasma than in the whole adult extract [46]. 

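The muscle miRNA miR-1 was nearly absent from the candidate lists, with 4 copies and 5 reads with variants in the pool, 0.00123% (95% interval 0.000334 to 0.00314%) of the candidate copies. Of these, 3 copies were asu-miR-1-5p_1ss12AG, from the 5p arm at 765 to 786 of scaf05295, while in animals the main product of miR-1 is the 3p arm. The 3p arm was read once, as cbr-miR-1_R+2_1ss1TC. In the naturally infected dog miR-1 had 13 copies, 11 of them asu-miR-1-5p_1ss12AG, a ratio of 2.82 with an interval (0.871 to 11.9) that held 1, although with reads with variants the interval lay above 1 (ratio 3.74). miR-34 had 12973 copies in the pool, over all its sequences. Reads that match dog sequences had been removed before the lists were made, though not completely, and the mature miR-1 of worms is close to that of mammals. Whether this removal lowered the copies of miR-1 was not tested.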

Inversely, miR-1, the most abundant miRNA found in adults, was detected in only 5 copies in our study. A possible explanation is that miR-34 may be released in higher proportions by mf than by adults. The relationship between miR-71 or miR-34 expression levels and mf counts tended to follow a similar pattern.

We lack information on the adult worm burden in the dogs used in this study, and stage and sex-dependent influences on the release of specific miRNAs have not been reported. The poor correlation between mf counts and miRNA copy numbers suggests that adults could play a significant role in the release of the different miRNA candidates. However, mf counts are known to undergo daily and seasonal periodicity [59], and therefore are not considered reliable measurements of infection intensity. In addition, the duration and turnover of circulating miRNAs in plasma are unknown.

In humans, miR-223 plays a pivotal role in inflammation and infection, especially in granulocyte differentiation processes, and their subsequent activation pattern [60]. Although miR-223 was reported to increase in rabbit serum upon *S. japonicum* infection [61], we found no evidence for a similar change in heartworm-infected dogs. However, these elements make cfa-miR-223 an inappropriate endogenous control for normalization of RT-qPCR data in a context of infection. A challenge in experimental design where multiple species are involved is to identify species-specific (and fairly distant from potential homologues) miRNA sequences for amplification, and hence discernment between species. In addition, multiplex assays, as opposed to independent reactions for each miRNA, are desirable in order to generate true technical controls.

The *O. volvulus*-infected pooled sera sample revealed 21 *O. volvulus*-derived miRNA candidates and <1,000 known or predicted human miRNA sequences. This is slightly fewer than the ∼1,200 known or predicted canine miRNA sequences discovered in the fresh *D. immitis*-infected dog pooled plasma samples. However, the relative abundance of human miRNAs in the human serum pool was about 10-fold less than the abundance of canine miRNAs in the heartworm samples (not shown), suggesting that RNA degradation over time in storage likely reduced our ability to detect *O. volvulus* miRNAs in this experiment. Nevertheless, the much lower number of *O. volvulus* miRNA candidates detected and their low abundance could also be explained in part by the fact that this parasite does not reside in the bloodstream. Finally, plasma vs. serum samples were analyzed, further complicating comparison between the species [47], [62].

None of the 21 *O. volvulus* candidate miRNAs had obvious homologues in the *D. immitis* datasets. That *O. volvulus* apparently releases different miRNA populations might reflect its different habitat and consequent differences in parasite physiology. Additional analyses of freshly obtained samples would resolve some of these issues. Their possible utility as diagnostic targets would be enhanced if abundance is higher in fresh samples.

The mechanism of release of nematode miRNAs into the host bloodstream is unknown. Although it is not possible to rule out worm death or disintegration of some mf during processing of blood samples, a possibility is that nematodes secrete microvesicles containing miRNAs, together with proteins [63]. Microvesicles (i.e., exosomes) are considered the main miRNA carriers between communicating cells [20], and have been described in parasitic trematodes [64].

In the present work, we developed two RT-qPCR assays capable of detecting *D. immitis* and *B. pahangi* infections, after RNA isolation from plasma samples. Since mature sequences are often identical or very close among nematodes, the proposed assays may not be able to differentiate infection with other species (e.g., *A. suum*). Further efforts to validate *D. immitis*/*B. pahangi* miR-71 and miR-34 as diagnostic candidates are necessary, as the resulting copy numbers displayed extreme variation. A clear characterization of the nature of infection, including adult worm burden and sex ratio, is needed to complement mf counts, and to better understand the observed variation in abundance of circulating miRNAs. Technical limitations could occur in cases of low-intensity infections, and therefore, the minimal detection level must be defined for each miRNA target, and correlated with parasite counts. Using RT-qPCR, femtomolar concentrations of miRNAs can be detected [65], [66]. The observed high variation in total RNA recovery from a standard volume of plasma is likely to be due to different degrees of hemolysis in our samples. Most host serum miRNAs are directly derived from blood cells [67]. This, in turn, is likely to have biased the endogenous miR-223 levels [47], [68]. Therefore, RNA purification methods should be chosen and standardized carefully. Although the reagents are costly compared to assays with similar sensitivity, the stem-loop RT-qPCR presents a combination of high sensitivity and specificity, ease of operation and a requirement for relatively basic laboratory equipment. Moreover, multiplex amplification assays could be developed by using different dyes.

To the best of our knowledge, this is the first report of circulating miRNAs from *D. immitis* and *O. volvulus* in plasma and serum from their respective hosts. We found >200 mature miRNA candidate sequences of *D. immitis*-origin in infected dog plasma in two independent sequencing performances, and 21 mature miRNA candidate sequences in infected human serum, predicted to be released by *O. volvulus*. RT-qPCR assays have been developed and shown to efficiently discriminate *D. immitis*-infected (or *B. pahangi*-infected) versus uninfected samples, however without reflecting mf counts and with yet poorly reliable miRNA copy quantification. This study shows that filarial miRNAs are present in plasma and serum, even when the parasites do not reside in blood.

## Supporting Information

Table S1 Dog miRNA candidate sequences identified by deep-sequencing.
(XLSX)

Table S2 *Dirofilaria immitis* miRNA candidate sequences identified by deep-sequencing.
(XLSX)

Table S3 *D. immitis* miRNA candidate sequences identified by deep-sequencing from a co-infection with hookworm.
(XLSX)

Table S4 Overlapping unknown *D. immitis* predicted candidates (group 4a) between both datasets.
(XLSX)

Table S5 Human miRNA candidate sequences identified by deep-sequencing.
(XLSX)

Table S6 *Onchocerca volvulus* miRNA candidate sequences identified by deep-sequencing.
(XLSX)

Table S7 Detailed RT-qPCR information for miR-71.
(XLSX)

Table S8 Detailed RT-qPCR information for miR-34.
(XLSX)

Table S9 Detailed RT-qPCR information for miR-223.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

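Plasma RNA of dogs infected with *D. immitis* was sequenced in 2 small RNA libraries, 1 from a pool of 4 laboratory-infected dogs and 1 from a naturally infected dog that also carried hookworms. LC Sciences made the lists of candidates from 40 nt Illumina GAIIx reads with the ACGT101-miR pipeline, which removed reads that matched dog and other mammalian sequences, mapped the rest to nematode miRNAs of miRBase and to the *D. immitis* genome (nDi.2.2), and sorted them into groups by match and by whether the locus can fold into a hairpin. CASAVA 1.8 and Bowtie are named in the processing notes of the submitters, with no version for Bowtie. The copies are raw counts as deposited, the reads identical to a representative sequence, with no normalization. The reads with variants are expected counts as deposited, which per the file headers add reads that differ in length or sequence, divided where several loci share them, with no normalization. The copies of the numbered entries equalled Tables S2 and S3, and the reads with variants of each group in the pool, summed over all lines, equalled Table 1. The percent of C and G was computed from each precursor sequence by the submitters, per the file headers. The folding index is a score computed by the submitters, per the file headers, from the folding energy, length and percent C and G. The condition of each list was taken from the title of its sheet, which matches the title of the sample.

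Numbered entries of groups 1b to 4a were counted as in the paper, and each distinct sequence once for shares and sharing. Families were taken from the names, and a sequence named in only 1 of the libraries took that family in both. Genome positions were taken from the list of the pool, since in the list of the naturally infected dog the span often did not have the length of the sequence given. Shares are percent of the candidate copies (326428 in the pool and 376268 in the naturally infected dog) with exact Clopper-Pearson 95% intervals, and ratios of shares have exact conditional binomial 95% intervals. These cover counting error only. With these totals 0 copies allowed a share of up to 0.000919% in the pool and 0.000797% in the naturally infected dog, against a floor of 3 counts. This holds unless the pipeline removed the sequence, sorted it into group 4b or counted it among the variants of another. Since there was 1 library per condition, no p-value was computed between conditions. The percent of sequences found in the other library was set beside that expected from a Poisson count at an equal share, with every sequence read taken as listed. Genome sequences were folded with RNAfold 2.7.2 and compared with 100 shuffles of the same bases, and medians were given bootstrap intervals from 1000 draws. The shuffles did not keep pairs of neighbouring bases. The groups had been sorted with hairpin criteria, so energies below those of shuffles are partly set by the sorting. The bootstrap draws took entries as independent, although some are arms of the same hairpin. Distances to dog miRNAs are the fewest substitutions over ungapped placements of at least 16 nt against groups 1a to 3b of Table S1. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.

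The miRNAs named in the text were fixed by a rule before the deposited lists were examined. The values of Tables S2, S3 and S4 had been seen by then, and the copies in Tables S2 and S3 equal those of the lists. The rule took every miRNA of Table 2 or named in the paper, the RT-qPCR targets, the 10 most abundant sequences of each library, the 10 sequences with the largest ratio of shares in each direction, the 10 most abundant sequences of each library with no identical sequence in the other, and the most abundant sequence of each family in 5 lists (families with a vertebrate relative, families of nematodes or other invertebrates, developmental timing, tissue-enriched, lifespan and dauer). The tests, the main alternatives and fixed adapter and ribosomal RNA sequences were set at the same time. Other sequences, among them neighbouring loci, other arms of hairpins and rare members of families, were chosen after their values were seen, and not every sequence that the rule took is named in the text. Of the tissue-enriched families, 2 of 5 with at least 10 copies had a higher share in the naturally infected dog (miR-124, and miR-153, which lost the call with reads with variants), none had a lower one, and 3 had an interval that held 1.

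The matching and the intervals were tested on simulated data. Of 223 planted end variants of pool sequences, 223 were found with 0 or 1 substitutions and 0 with 2, and 0 of 223 shuffled sequences matched. The variants were planted by the limits of the matching rule, so their counts check only that it ran as written. Counts of 75 sequences were drawn as Poisson counts at fixed totals, with a part of the sequences changed. Planted changes of 1.25-, 2- and 4-fold were called in 42.6%, 86.6% and 96.8% of cases, and 4.31% of unchanged sequences were called. These rates hold for counting error only, not for differences between dogs or preparations. The intervals held the true ratio in 95.5% and the true share in 96.1% of cases. Alternatives to the counting, matching, denominators, copy minimum, family rule and folding measure were computed one at a time.

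The sequencing of human serum for *O. volvulus* and the RT-qPCR experiments were not analysed here. The bases of sequences that were not placed on the *D. immitis* genome are not printed, but their copies were counted in family shares, ratios of shares, sharing and distances to dog miRNAs, and in the arms of a hairpin that they matched with at most 2 mismatches.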

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

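The tests in this part were chosen after the lists had been seen, apart from the search for adapter and ribosomal RNA sequences over 14 nt, which was set with the other choices. PC-3p-1339_580, which the text of the paper does not discuss, had 580 copies in the pool and 989 copies in the naturally infected dog, where it is listed as PC-3p-966_989. It is listed as a predicted candidate but is an end or 1-mismatch variant of asu-miR-81c-3p_1ss20AT at the same hairpin, a form of miR-81/82, and it lies on the plus strand of scaf04204 from 558 to 579 in a sequence that folds to -46.8 kcal/mol. PC-3p-2144_333 had 333 copies in the pool and 418 in the naturally infected dog, where it is listed as PC-3p-2034_418, and it lies on the minus strand of scaf00036 from 205934 to 205956 in a sequence that folds to -50.8 kcal/mol.

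Sequences of group 4a that match ribosomal RNA held 244 copies in the pool and 103 copies in the naturally infected dog, from 3 sequences in each, most of them from PC-3p-3520_196 (196 and 81 copies) and PC-3p-60516_42 (42 and 20 copies), which were found in both libraries. No sequence matched an adapter over 14 nt, and with a match of 13 nt, a length chosen after the data were seen, 1 sequence of the pool with 39 copies did.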

How the results depend on the processing

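The alternatives by genome locus, by reads with variants, by counting group 4a with named sequences, without PC-3p-132_7253 and by all reads examined were chosen after the data were seen. No paired analysis was possible because each condition had 1 library. Of 82 planned comparisons of the main results, 50 stayed within their interval or within 1.5 times the count, 31 moved and 1 reversed, and of 32 added later 25 stayed and 7 moved. The correlation of shared sequences stayed within its interval under 5 of 6 alternatives, with 0.915 without the 10 most abundant, and was 0.971 with copies summed by family. Without group 4a, which removes sequences, 123 and 111 candidates remained in the pool and the naturally infected dog, 49 and 48 of them with at least 10 copies, and at 2 to 9 copies 51.2% and 56.7% were found in the other library.

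What counts as the same sequence moved sharing most often, because it admits other ends and, with 1 mismatch, a changed base. With variants of at most 1 mismatch, 92.0% of the pool sequences and 94.9% of those of the naturally infected dog with at least 10 copies had a match, with no mismatch 89.3% and 88.6%, and with an overlapping locus 94.7% and 93.7%. Shared sequences then numbered 157 with at most 1 mismatch, and those of group 4a 58, or 54 with no mismatch. By copy number (1, 2 to 9, 10 to 99, 100 or more) the percent with at most 1 mismatch was 33.3, 67.3, 88.9 and 96.7 in the pool and 37.3, 52.3, 93.6 and 96.9 in the naturally infected dog. Of the 20 most abundant sequences 15 were shared.

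The miR-100 family held 78.5% and 77.6% of groups 1b to 3b in the pool and the naturally infected dog, 37.7% and 37.0% by its top sequence alone, 75.3% and 76.4% with group 4a sequences counted in, 69.2% and 66.4% by reads with variants, and 5.50% of all reads examined in the pool. The ratio of the miR-100 family turned to 0.989 (groups 1b to 3b), 0.959 (reads with variants) and 0.995 (without PC-3p-132_7253), that of bma-miR-100d_R+1 to 1.02 (median ratio), that of bma-miR-100a_R+1 to 0.995 (reads with variants), and that of hco-miR-71_R+3 to 1.71 when summed with the main miR-71 sequence that it matches. The cause was not tested apart from that sum. The free energy of group 4a minus group 1b was 0.0852 and 0.0607 kcal/mol per nucleotide, and as a z score 0.698 in the pool and -0.0741 in the naturally infected dog, reversed; the cause was not tested. With gaps, the fewest differences to a dog sequence were 2 instead of 4. With the larger candidate total thinned to that of the other library, 100 sequences were shared. The depth of sequencing was not compared, and counting error limits ratios near 1.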

Differences from the paper's values

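The paper gives 12.7% as the part of sequences with at least 10 copies in the naturally infected dog that were not found in the pool, against 22.8% here with identical sequences. Of the alternatives set before the data were examined, the values fell within 1.5 times that of the paper with a variant match without mismatch (11.4%), with at least 20 copies (17.5%) and without group 4a (14.6%), and did not with a variant match of at most 1 mismatch (5.06%) or with at least 5 copies (28.8%). The share found in the pool is 77.2% here and 87.3% in the paper, which is less than 1.5 times apart.

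For the miR-228 family, the paper counts 3 predicted members in the pool, and 6 entries are named miR-228 in the list. No alternative set before the data were examined bears on this count. With settings chosen after seeing the values, each distinct sequence counted once gives 4, and sequences with at least 2 copies give 2.

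The paper states that the sequences present in both samples lie almost entirely among those with 10 or more copies. Of the 101 sequences found in both libraries here, 65 (64.4%) had at least 10 copies in one library or in both, and 36 had fewer than 10 in both. As shares of each class, 80.0% and 77.2% of the sequences with at least 10 copies were found in the other library, against 25.0% and 23.0% of those with fewer.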

Other observations

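The tests in this part were chosen after the results were seen. Beside the miRNAs above, several families moved in the naturally infected dog relative to the pool, under each scaling of the shares that was run. bantam had 1.60 times its share in the pool (95% interval 1.21 to 2.14), although bma-bantam-p5_1ss12AG, from its other arm, had 0.361 times (0.154 to 0.784). miR-83, a relative of vertebrate miR-29, had 2.23 times (1.90 to 2.63), although asu-miR-83-5p_1ss15TA, from its other arm, had 0.279 times (0.116 to 0.608), and miR-81/82 had 1.70 times and miR-279 1.67 times. miR-36, a family expressed in nematode embryos, had 84 copies in the pool and 99 in the naturally infected dog, a ratio of 1.02 with an interval from 0.757 to 1.38; this rests on the family rule, since 98 of the 99 copies are listed as the predicted candidate PC-3p-6816_98, and by listed names alone the ratio was 0.0103. miR-87 (0.638), miR-92 (0.633), miR-307 (0.562, or 0.243 by reads with variants) and miR-2 (0.757) were lower.

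Where a listed sequence differed from its locus by a single base, that base was at the 3′ end more often than an even spread would give. Among sequences with a single mismatch to their locus, the mismatch was at the last base in 10 of 15 named sequences and 14 of 39 sequences of group 4a in the pool, and in 8 of 14 and 23 of 59 in the naturally infected dog, where 0.632, 1.75, 0.595 and 2.78 would fall there if mismatches were spread evenly.

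Of the sequences with at least 10 copies in the naturally infected dog, 18 had no identical sequence in the pool. Fewer reads in the pool would leave 0.000868 sequences absent at an equal share. The smaller candidate total of the pool therefore does not account for them, provided that a form read there was also listed. The lists give representative sequences and count other forms among the reads with variants. Absence from a list thus does not show that a sequence was not read. A candidate explanation is that another form of the same miRNA, with other ends or 1 changed base, was listed in the pool: 77.8% (95% interval 52.4 to 93.6%) of the 18 had such a variant, while 50.0% (26.0 to 74.0%) had one that differs in its ends alone, so ends alone stay open. A match counts any similar pool sequence at whatever copies, also one listed in both libraries. The percent therefore cannot show that reads were split between forms. RNA of the hookworm stays open, since 2 of the 18, asu-miR-124-3p_R+2 and ppc-miR-9_R+2, had no *D. immitis* locus listed. However, asu-miR-124-3p_R+2 matches a dog miRNA without substitution over 20 nt. A sequence that both worms share cannot be told apart, and whether the pool dogs carried hookworms was not stated in the text of the paper. Differences between dogs or worm strains were not tested.

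PC-3p-132_7253 fell from 7253 copies in the pool to 5 in the naturally infected dog. At an equal share 8360 copies would have been read there, so the candidate totals do not account for this drop. Copies divided among variants do not either, as the share of reads with variants was lower by 397-fold (282 to 577), with 11130 and 33 reads. A lower output of the whole hairpin is argued against by its other arm, PC-5p-11277_70, whose share had a ratio of 2.13. What stays open, untested, is a difference between worm strains or between dogs, or a filter that acted on this arm in 1 of the libraries.

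Main arms that match a dog miRNA over at least 18 nt (let-7, miR-7, miR-92, miR-124, bma-miR-234_R+3, miR-153 and miR-100b) had a median of 15 copies in the pool against 311 in 30 other hairpins, although that of miR-92 had 339; the main arm is the one known as the main product of the family, set from general knowledge after the counts were seen and not by the copies. One candidate explanation is that reads matching dog miRNAs were removed before the lists were made, which would lower the main arm and spare the other. Such a removal was not complete, as 11 named pool sequences with 153 copies had no substitution to a dog miRNA over at least 16 nt. In the pool the main arm held a median of 66.3% of the copies of its hairpin where it matches a dog miRNA and 99.4% elsewhere (exact permutation test of mean ranks, two-sided, p = 0.0213), with miR-92 at 97.4% and bma-miR-234_R+3 at 100% among the matching hairpins; these copies include sequences with no *D. immitis* locus listed, as only 10 of the 114 copies of the main arm of miR-100b had one, and with listed loci alone the median was 40.0% (p = 0.0213). In the naturally infected dog the medians were 96.9% and 99.9% (exact permutation test, p = 0.102), or 90.0% and 99.9% with listed loci alone (same test, p = 0.0528). A sequence was counted at every hairpin that it matched with at most 2 mismatches, and some families have several hairpins. The tests took hairpins as independent, although such hairpins can share copies. They also rest on that choice of arms. A lower output of these hairpins as a whole and the removal of reads therefore cannot be told apart from these counts. miR-1, whose 3p arm was nearly absent, could not be placed in this comparison, since no copy of that arm was listed at its locus in the pool.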
